A study of Mus musculus with 12 samples. Its data were reported in "Upregulation of extracellular proteins in a mouse model of Alzheimer’s disease" (2023).

How the data were processed

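DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in the brains of 12 mice, each about 11 months old. RRBS cuts genomic DNA at CCGG sequences, so that the reads gather in CpG-rich regions. Bisulfite then converts unmethylated cytosines, which are read as T, while methylated cytosines are read as C. Tissue was a mixture of hippocampus and cortex. The labels named 4 wild-type (Wt) animals and 8 Tg2576 (Tg) animals. Tg2576 mice express a transgene, driven by a prion promoter, that encodes human APP with a familial Alzheimer's disease mutation. By sex, the labels named 3 Wt females, 1 Wt male, 4 Tg females and 4 Tg males. Replicate numbers were assigned in the order of the records and only name an animal.

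According to the labels and the methods of the study, the authors had the libraries made and sequenced in paired-end mode on an Illumina HiSeq 2000 by a commercial service, with alignment to the mm10 mouse genome by Bismark and methylation calling by the Bismark Methylation Extractor. The authors then read the alignments into the R package methylKit in CpG context. The deposited values are read counts per cytosine of a CpG: the coverage, the count read as methylated C and the count read as converted T. The authors kept the strands apart, made 1 file per animal and did not pool animals. The smallest coverage in every library was 10 reads, so sites with fewer reads were not analysed here. A table of the sites that the authors called was not used here.

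From these counts, sites on the 19 autosomes and chromosome X were joined over the 12 libraries. In all, 11 positions listed more than once were left out. Every position was compared with the mm10 reference sequence: 100% were a cytosine and 99.86% lay in a CpG. Positions on chromosome Y, on the mitochondrial genome and on 6 amplicons, taken to be spike-in controls, were counted apart. The main site set held the 980547 sites with at least 10 reads in each of the 12 libraries, of 3134555 sites covered in any. Counts in no pair of libraries were equal at more than 4.06% of these sites, so each library was counted as 1 replicate.

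Genotype was tested at each site in 2 ways. The binomial model was a logistic regression of methylated and unmethylated read counts on genotype and sex, with a likelihood-ratio chi-square test. The methods of the study name methylKit, the adjustment for sex and the thresholds, and the form of the test and the absence of an overdispersion correction were chosen here after that package's defaults. The overdispersion model divided the same deviance by a dispersion per site, never below 1, and used an F test. The binomial model counts all reads of an animal as independent draws, whereas the overdispersion model lets animals of a group differ by more than counting error. P-values were adjusted by the Benjamini-Hochberg method, which took the place of the q-value of methylKit, a package not used here. A differentially methylated site (DMS) had an adjusted p-value under 0.1 and a difference between the read-weighted methylation levels of Tg and Wt animals of at least 10 percentage points. Both models were also run on the 7 females without the sex term, for sex with genotype as covariate, and on reads summed in tiles of 1000 bp with at least 3 sites. Other values per animal were compared by two-sided exact permutation tests over all 495 splits of the 12 animals into 4 and 8, or over the 175 that keep the sexes of each group. Shares of sites were compared by two-sided Fisher's exact tests, given as odds ratios that describe these libraries, since neighbouring sites are not independent. Whole autosomal profiles were compared by permutational multivariate analysis of variance on Euclidean distances.

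Sites were annotated with the GENCODE vM21 basic gene set, whose coordinates are those of mm10. A promoter was taken as 1000 bp either side of a transcription start. The sites named in the text were to be those past both models, filled up to 10 with binomial DMS whose ranges in Wt and Tg animals did not overlap, smallest overdispersion-model p-value first and 1 site within any 1000 bp. One of the 10 is not reported here. The design, the tests, this rule and the alternatives were fixed before the data were examined, except where the text says otherwise. Alternatives varied the read minimum, the covariate, the strands, the site set, the definition of the difference, the thresholds, the adjustment, the tile, the promoter and the model, with limma on logit levels (pseudocount 1) among them, and left out each animal in turn. Alternatives chosen after seeing the data were the fits without 1 animal for opposite-strand agreement and genomic context, a minimum of 20 reads for the sex check, and the overdispersion model in the females.

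Both models were tested on simulated data before use. The 20000 real sites used were drawn from those whose pooled level was neither near 0% nor too high for the shift. Among them, 200 were shifted by 30 points. With binomial noise alone, the binomial model recovered 200 of the 200 shifted sites with 7 false calls, and the overdispersion model recovered 182 with 0 false calls; at unadjusted p under 0.05, the overdispersion model called 2.04% of the unchanged sites. With animals that differed beyond counting error, at a mean dispersion of 2.96 against 3.51 at the same real sites, the binomial model recovered 198 sites with 775 false calls, and the overdispersion model recovered 61 sites (30.5%) with 3 false calls. The overdispersion model thus missed most shifts of that size at this simulated noise, which was below that of the same real sites. It called 7.18% of the unchanged sites at unadjusted p under 0.05. These values hold for the sites drawn, and not for the many tested sites near 0%.

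Depth ranged from 33619981 read counts summed over sites in Tg female 4 to 131446104 in Tg female 1. The mean coverage of the tested sites was 51.3 reads per library. Intervals for shares are 95% Wilson intervals, and a count of 0 is given with the share that 3 counts would make. The reads carry no molecular identifiers, so these intervals and limits cover counting error only. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The logistic fits were checked against statsmodels 0.14.6.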

Results

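RRBS measured the methylation of CpG sites in brain tissue (hippocampus and cortex mixed) of 4 Wt and 8 Tg mice at 11 months. The total coverage per library, summed over sites, was 103482122 reads in Wt female 1, 64569600 in Wt female 2, 122763343 in Wt female 3 and 101278270 in the library labelled Wt male. Among Tg females it was 131446104, 57538556, 72212783 and 33619981 in animals 1 to 4, and among Tg males 44894320, 113641572, 96228298 and 100783294. The number of sites with at least 10 reads ranged from 1380585 in Tg female 4 to 2652395 in Tg female 1. Of the 980547 sites with at least 10 reads in all 12 libraries, 970775 were autosomal and 9772 (0.997%) were on chromosome X. These sites were mostly unmethylated, and the median autosomal level was 0% in each library.

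The sex labels were checked first, because sex was a covariate of the genotype test. Females carry an inactive, partly methylated X, and males carry a Y. The mean methylation of X sites was 21.5% ± 1.29 (SD, n = 3) in Wt females and 21.5% ± 0.153 (SD, n = 4) in Tg females, against 5.62% ± 0.0816 (SD, n = 4) in Tg males. In the library labelled Wt male it was 19.9%, just below the 20.7% to 22.98% of the 7 libraries labelled female. Sites on chromosome Y numbered 0.347 to 0.503 per 1000 autosomal sites in the Tg males and 0.0584 to 0.151 in the 7 libraries labelled female. The library labelled Wt male had 0.0696, within the range of the females. Its X and Y values therefore went against its label. It was kept in its labelled group, and every difference between Wt and Tg that adjusts for sex, or that concerns X, rests in part on it. Requiring 20 reads left the check as it was, with a mean X level for the library labelled Wt male that exceeded that of the Tg males by 14.4 points in place of 14.3.

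**Figure D1:**
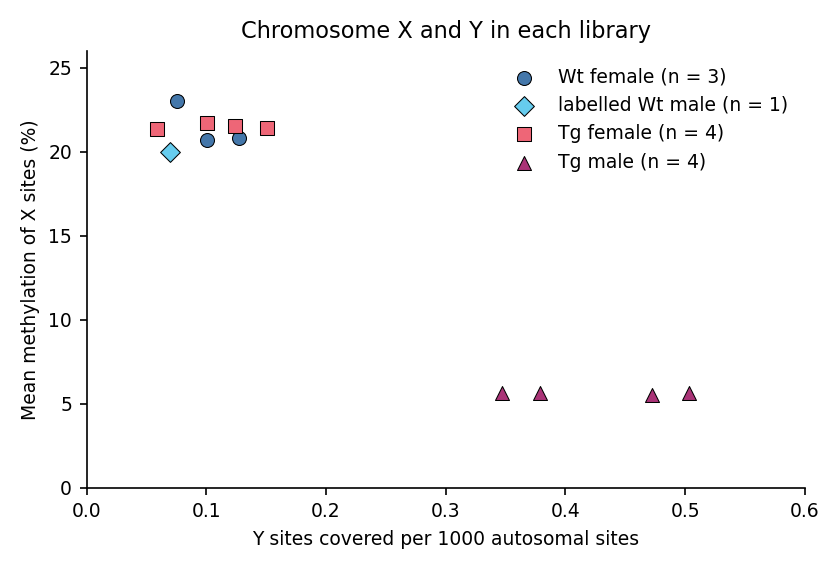
The horizontal axis gives the Y sites covered per 1000 autosomal sites and the vertical axis the mean methylation of X sites in percent; each point is 1 library, with the shape giving its labelled group. The library labelled Wt male (19.9% and 0.0696) sits near the 7 libraries labelled female (20.7% to 22.98% on X), and the 4 Tg males sit apart at 5.50% to 5.67%.

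To ask whether the labels of genotype could be checked, the read density at the mouse App and Prnp genes was compared between groups, since some transgene reads could map there. App (ENSMUSG00000022892.11) lies on the minus strand of chromosome 16 from 84949685 to 85173766. Its density relative to the whole library was 0.887 ± 0.0687 (SD, n = 4) in Wt and 0.931 ± 0.124 (SD, n = 8) in Tg, over 2422 to 12602 reads. The difference of 0.0441 was smaller than the spread between animals (two-sided exact permutation test, p = 0.515). Prnp (ENSMUSG00000079037.9), on the plus strand of chromosome 2 from 131909928 to 131938429, had 0.233 ± 0.231 (SD, n = 4) in Wt and 0.212 ± 0.274 (SD, n = 8) in Tg, a difference of -0.0215 (exact permutation p = 0.889). Tg male 3 and Wt female 2 had no Prnp site with at least 10 reads. Up to 9 unlisted reads at each of the 49 Prnp sites allow densities of up to 0.333 and 0.466 in them, so that the low values at Prnp are poorly determined. None of the 49 sites had 10 reads in all libraries. The transgene was not detectable by this measure, and the genotype labels could not be checked with it. Xist, fixed in advance for the sex check (ENSMUSG00000086503.4, minus strand of chromosome X, 103460366 to 103483254), had 8 covered sites, of which 0 were covered in all libraries. Its density was 0.263 ± 0.195 (SD, n = 4) in Wt and 0.136 ± 0.111 (SD, n = 8) in Tg (exact permutation p = 0.172). Over at most 6 sites per library, its methylation was 63.6% to 80% in 3 Tg males, 70.5% to 100% in 6 libraries labelled female and 79.5% in the library labelled Wt male, with no site listed in Tg male 1 and Tg female 4. These ranges overlap, and Xist did not settle the sex of any library.

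Whether Tg and Wt animals differed in overall methylation was asked with the mean level of the autosomal sites. It was 5.48% ± 0.401 (SD, n = 4) in Wt and 5.55% ± 0.176 (SD, n = 8) in Tg animals. The difference of 0.0719 points was smaller than the spread between animals (two-sided exact permutation test, p = 0.689, or 0.697 when the sexes of each group were kept). In the females alone it was -0.00438 points (exact permutation p = 1, over only 35 splits of 3 against 4 animals). The alternative that moved it most took all autosomal sites that each animal covered, which gave -1.57 points (exact permutation p = 0.592). One library decided this comparison: without Wt female 1, which had the highest level at 6.06%, the difference was 0.266 points (exact permutation p = 0.0424), and without the library labelled Wt male it was -0.0357 points (exact permutation p = 0.897). The fit without Wt female 1 was 1 of 12 such fits, and no adjustment was made for their number.

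**Figure D2:**
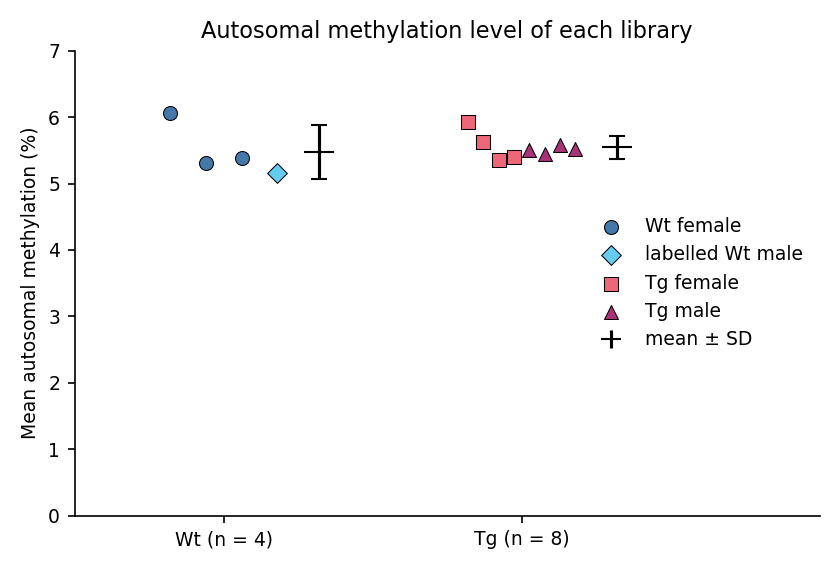
Each point is the mean methylation in percent of the autosomal sites of 1 library, by genotype, with the bars giving the mean ± SD of each genotype. Wt female 1 (6.06%) and Tg female 1 (5.92%) lie above the other 10 libraries, which span 5.15% to 5.63%.

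Whole autosomal profiles did not separate by genotype. Genotype accounted for 8.04% of the variance between libraries, below the median of 9.13% over the relabellings that keep sex (exact permutation p = 0.96). On logit levels the share was 9.60% (exact permutation p = 0.303). The first 4 principal components held 13.7%, 12.3%, 11.9% and 10.2% of the variance. Single libraries carried most of the weight of 3 of them. They were Tg female 4 for the first (73.8%), Tg male 1 for the second (81.9%) and Tg female 2 for the fourth (83.9%). All 3 are in the larger Tg group and had the lowest total coverages. Such unequal spread can affect a test on distances, so the p of 0.96 does not measure the means alone.

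The main comparison asked which CpG sites differ between Tg and Wt mice. The binomial model called 16871 DMS, 1.72% of the sites tested, and put 161435 sites at an adjusted p-value under 0.1. At an unadjusted p under 0.05 it placed 25.5% of all sites. The overdispersion model called 0 DMS. Its smallest adjusted p-value was 0.422, and 107042 sites (10.9%) had an unadjusted p under 0.05. The dispersion, which is 1 where animals of a group differ by counting error only, had a median of 1.14 and a 95th percentile of 4.98 over all sites. At the binomial DMS its median was 3.55, and 98.5% of them had a dispersion above 1. The binomial DMS are therefore described below as calls of that model, without a claim that they hold against the spread between animals. In number of sites, the alternative that moved the count most admitted sites covered in at least 3 Wt and 6 Tg animals, with 67360 DMS. In proportion, it was a difference of at least 25 points, with 760, followed by a minimum of 20 reads, with 1781 over 375460 sites in place of 980547. When each animal was left out in turn, the number ran from 13273 without the library labelled Wt male to 21999 without Wt female 1, and 3318 of the 16871 DMS (19.7%) were called in all 12 of these fits.

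**Figure D3:**
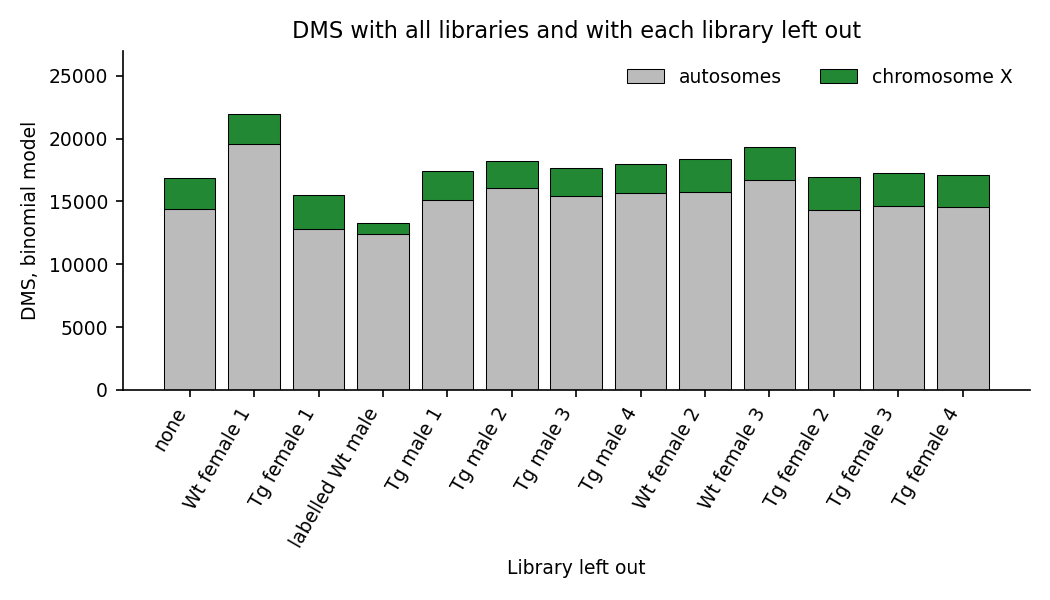
Bars give the number of DMS called by the binomial model with all libraries (none) and with each library left out, divided into autosomes and chromosome X. The count of DMS on X falls from 2442 to 833 when the library labelled Wt male is left out.

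Of the 16871 binomial DMS, 9098 (53.9%, 95% Wilson interval 53.2 to 54.7) were higher and 7773 lower in Tg. The split differed by chromosome: 62.5% of the autosomal DMS were higher in Tg, against 73 of the 2442 DMS on X. Chromosome X held 14.5% of the DMS (95% Wilson interval 13.95 to 15.01) but 0.997% of the sites tested, an odds ratio of 22.1 in Fisher's exact test. Without the library labelled Wt male, the share on X was 6.28% and the share higher in Tg was 47.4%, so that 1 library set the direction of the split. The share higher in Tg also fell below 50% without Tg female 1 (45.7%), Wt female 2 (49.2%) or Wt female 3 (47.5%).

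Restricting the test to the 7 females removed sex from the comparison. The binomial model called 20842 DMS, of which 11176 were higher in Tg and 1485 (7.13%) were on X. Of the 16871 DMS of all animals, 9104 (54.0%) were called in the females too. These 7 libraries are among the 12, so that this overlap is not a replication. The overdispersion model called 0 DMS in the females, with 38769 sites (3.95%) at an unadjusted p under 0.05 and a smallest adjusted p-value of 0.651. The single library labelled Wt male left no test among males.

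A DMS can also be compared with the opposite strand of the same CpG, which is a second set of reads from the same animal. For 5298 DMS the opposite strand was tested as well. The difference had the same sign there in 61.9%, against 52.3% for 5274 other sites matched on methylation. It was at least 10 points in the same direction in 17.8%, against 3.11% for the matched sites, and the opposite strand was itself a DMS in 13.7%. The matched sites were chosen so that neither strand was a DMS. Of the 22482 sites with a difference of at least 10 points, 16871 were DMS. This choice therefore holds down the 3.11%, which is not a like comparison for the 17.8%. The ranges of the 4 Wt and 8 Tg animals did not overlap at 695 sites (0.0709%). Over all splits of the 12 animals into 4 and 8, the mean number of such sites was 719.9, and 223 splits gave as many, the real one included; this count over splits was made after the data were seen. Of the DMS, 320 (1.90%) had ranges that did not overlap.

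In the genome, 27.6% of the DMS lay in promoters, against 80.5% of the sites tested (odds ratio 0.0873). Gene bodies held 49.9% of the DMS and 13.6% of the sites tested (odds ratio 6.70), and 22.5% of the DMS lay elsewhere, against 5.98% (odds ratio 4.82). DMS had a median pooled level of 32.4%, whereas most tested sites were unmethylated, and a site near 0% in all animals cannot reach a difference of 10 points. With promoters of 2000 bp either side, 34.8% of the DMS and 85.0% of the tested sites lay in them.

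Summing reads in tiles of 1000 bp asked whether differences extended beyond single sites. Of 36180 tiles, the binomial model called 992, with 598 higher in Tg and 145 on X. The overdispersion model called 0, with 2087 tiles (5.77%) at an unadjusted p under 0.05. Its smallest adjusted p-value was 0.0900, at a difference under 10 points. Without Wt female 1 the binomial model called 1673 tiles.

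For sex, the binomial model called 21090 sites, 5595 on X and 15495 on autosomes. These were 57.3% of the X sites and 1.60% of the autosomal sites tested, and 5549 of the 5595 X sites were lower in males. The overdispersion model called 0 sites for sex, although 3758 X sites (38.5%) and 11.2% of the autosomal sites had an unadjusted p under 0.05. Of the 5 libraries labelled male, 1 had female-like X values, and leaving it out gave 6880 X sites and 13188 autosomal sites under the binomial model.

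No site passed both models, so the named sites were binomial DMS whose ranges did not overlap between genotypes. The 9 given here each had an adjusted p-value of 0.422 in the overdispersion model, with unadjusted p-values from 2.42e-05 to 0.000175. Coverage at these sites ranged from 10 to 89 reads per library. Of the 9, 1 was higher and 8 were lower in Tg, and 3 were on X, where the library labelled Wt male had female-like values. Of the 5 with a tested opposite strand, 3 had the same sign there and 2 differed by at least 10 points the same way.

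The 1 site higher in Tg lay in an intron of Cep192, on the plus strand of chromosome 18 at 67805986, in the sequence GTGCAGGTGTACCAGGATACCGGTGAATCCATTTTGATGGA. Its level was 55.6% ± 22.0 (SD, n = 4) in Wt and 97.6% ± 4.67 (SD, n = 8) in Tg, with 10 to 31 reads per library. The site in an intron of Hspg2, on chromosome 4 at 137503051, had 52.0% ± 11.4 (SD, n = 4) in Wt and 21.1% ± 8.36 (SD, n = 8) in Tg, with 12 to 68 reads. Its opposite strand differed by -11.6 points. The site in an intron of the long non-coding RNA gene Gm805, on chromosome 12 at 86189982, had 31.1% ± 21.01 (SD, n = 4) in Wt and 8.41% ± 5.22 (SD, n = 8) in Tg, and its opposite strand differed by -11.0 points.

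The other 6 sites were at or near 0% in Tg. In Tg animals, the site in an untranslated region of Flna (chromosome X, 74249755) had 0 methylated reads of 204, which allows a level of up to 1.47%. The sites in introns of Cdkn2a (chromosome 4, 89275115) and Bcorl1 (chromosome X, 48345700) had 0 of 258 and 0 of 277, which allow up to 1.16% and 1.08%. The site 391 bp from the start of Gm49251 (chromosome 12, 22467109) had 0 of 231, which allows up to 1.30%. Levels in Wt were 22.4% ± 11.8 at Flna, 13.1% ± 6.19 at Cdkn2a, 10.5% ± 6.29 at Bcorl1 and 15.8% ± 6.56 at Gm49251 (SD, n = 4 each). At Cdkn2a the opposite strand differed by -0.837 points, and at Gm49251 by 0.136 points. The site 39 bp from the start of Dock11 (chromosome X, 35888793) had 15.8% ± 6.38 (SD, n = 4) in Wt and 0.562% ± 1.59 (SD, n = 8) in Tg. The site in introns of the overlapping genes Iqcj and Iqschfp (chromosome 3, 67892327) had 14.2% ± 3.84 (SD, n = 4) in Wt and 0.953% ± 1.81 (SD, n = 8) in Tg, while its opposite strand differed by 7.74 points in the other direction.

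**Figure D4:**
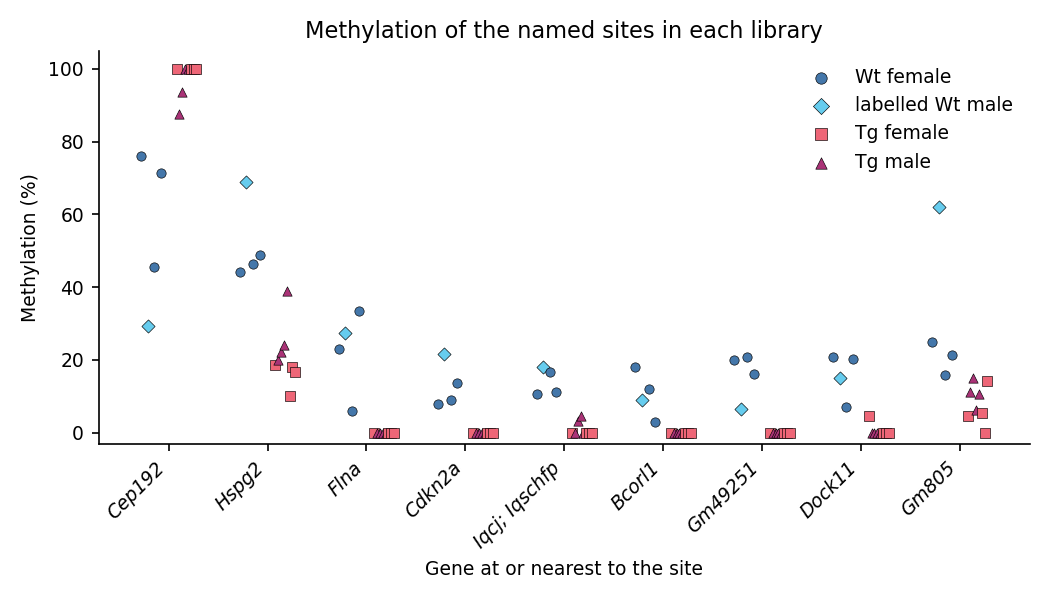
Points give the methylation in percent of each of the 9 named sites given here in each library, with Wt to the left and Tg to the right of each tick and the shape giving the labelled group. The ranges of the genotypes do not overlap, which is how the sites were chosen.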

Values the study reported

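The study analysed DNA methylation in 12 samples, from 4 Wt and 8 Tg mice. The average mapping efficiency it gave was 68%. With adjustment for sex, a difference over 10% and an FDR under 0.1, it listed 443 DMSs. It linked these to 182 annotated genes, of which 71 had hypermethylated DMSs and 111 had hypomethylated ones.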

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

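The tests of counting error at the single sites and at amplicons 1, 2 and 5, the conversion tests, the test of depth for the 2 libraries with high autosomal levels and the Prnp test of Tg male 1 were chosen only after the result was seen; for the spike-in of Wt female 2 and for the depth of those 2 libraries, a first form of the test was replaced after its value was known. Single libraries were set against the others of their group, and a library counted as far off when its gap to the nearest other passed the 95% critical value of Dixon's ratio. This picked out 14 values in 62 groups, where chance gives 3.1. Of these, 8 were in 24 groups of spike-in levels (1.2 by chance) and 6 in 38 other groups (1.9 by chance). The spike-in levels are not independent of each other, and the groups of all Tg animals and of Tg males share libraries.

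Tg female 1 had a mean autosomal methylation of 5.92%, above the other 7 Tg animals at 5.36% to 5.63%. Wt female 1, at 6.06%, was higher still, although its own group of 4 is too spread out to set it apart. The departures of these 2 libraries went together: of 26997 tiles, 275 lay above the other 10 libraries in both, while the next highest of the 66 pairs had 39. Incomplete conversion would raise unmethylated controls too, but the mitochondrial level of the 2 libraries was at most 1.05%, inside the range of 0.988% to 1.18% of the others. High depth would raise Wt female 3 as well, the library of similar depth, whose level was 5.39%. A stretch of another strain's genome would gather the tiles along chromosomes, but 39.6% of them had another within 1 Mb, against a mean of 41.2% in random sets. A different mix of cells, from where the tissue was cut, stays open. The median departure of tiles in 23 neuronal genes (7 with tiles, 23 tiles in all) was 5.14 points, at the 50.9th percentile of random lists matched on level. The lists of 17 oligodendrocyte genes (3 tiles, -0.238 points, 11.2th percentile) and 15 astrocyte genes (2 tiles, 3.09 points, 33.1th percentile) had too few tiles to decide, and genes of all 3 lists are expressed in brain tissue. Genotype cannot account for a rise shared by a Wt and a Tg animal, and no other biological explanation was tested.

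Tg male 1 had 12.3 X sites per 1000 autosomal sites, against 17.6 to 18.4 in the other 3 Tg males. It was the Tg male with the lowest coverage, and males carry 1 copy of X, so that a minimum of 10 reads removes X sites first. When the other 3 Tg males were thinned at random to its coverage, their rates fell to between 10.7 and 11.7. Library depth is therefore a candidate explanation that can account for the whole gap. No biological explanation was tested.

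The relative read density at App was 0.767 in Tg female 4 and 0.992 to 1.01 in the other 3 Tg females. It was low only against that group: over all 12 libraries the density ran from 0.729 in Tg male 4, a library of higher coverage, to 1.07, and Wt female 2 had 0.818. Tg female 4 had the lowest coverage of all, but thinning the other 3 to its coverage left their densities between 1.001 and 1.02, so depth with the read minimum does not explain it. At Prnp, where only sites with at least 10 reads count, Tg female 1 had a density of 0.450, against 0.0988 to 0.117 in the other Tg females, and Tg male 1 had 0.798, against 0 to 0.0696 in the other Tg males. Thinned to the coverage of Tg female 3, Tg female 1 still had 0.340. In Tg male 1, 38 Prnp sites were covered, whereas the Tg males of higher coverage covered at most 7. Depth therefore accounts for neither. Which fragments were kept at size selection, and the transgene itself, were not tested as causes. The wide range in Wt, up to 0.553 in Wt female 3, shows that a high density at Prnp is not particular to Tg animals.

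At the named site near Dock11, Tg female 1 had a level of 4.49% and the other 7 Tg animals had 0%. This was 4 of 89 reads, with a 95% Wilson interval that starts at 1.76%, against 0 of 200 reads in the other 7, which allows up to 1.5%. The interval and the limit miss each other by a small margin, which does not exclude counting error, and reads copied from 1 molecule would widen the interval. With the other 7 at 0%, any level above 0% would have been picked out. No biological explanation was tested.

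Each library holds 6 amplicons apart from the mouse chromosomes, which were taken to be spike-in controls and are outside the comparisons of the report. They took from 4.63% (Wt female 2) to 15.3% (Tg female 3) of the coverage. Their methylation formed a ladder whose levels were similar over libraries, and their identity was not stated in the labels. Wt female 2 was far off at amplicons 2 (3.78%, other Wt 3.28% to 3.31%), 3 (14.5%, other Wt 10.7% to 11.1%), 4 (35.9%, other Wt 29.8% to 30.03%) and 6 (5.57%, other Wt 5.43% to 5.44%). At amplicon 5 it had 52.3%, also above the other 11 libraries, at 46.7% to 50.5%. Amplicon 1, at 93.2%, lay within their range of 92.7% to 93.8%. At amplicon 4, the 95% Wilson interval started at 35.8%, above the 30.9% that was the highest of the other 11 libraries, which leaves counting error aside. Incomplete conversion would raise every amplicon in proportion to its unmethylated share. From the rise of amplicon 2 it would lift amplicon 4 by 0.313 points, and the observed rise was 5.81 points. The library thus had both the lowest spike-in share and higher levels than every other library at 5 of the 6 amplicons, which may be consistent with a bias in amplification or in the amount added, but neither was tested.

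Smaller departures were seen in Tg female 3 at amplicon 1 (92.7%, other Tg 93.4% to 93.8%) and in Tg male 2 at amplicons 2 and 5. Tg male 2 had 3.14% at amplicon 2, below the other Tg males at 3.38% to 3.43% and below all other Tg animals at 3.32% to 3.44%, and 46.7% at amplicon 5, where the other Tg animals had 48.9% to 50.5%. The upper ends of the 95% Wilson intervals were 92.8% for amplicon 1 in Tg female 3, and 3.16% and 46.8% for amplicons 2 and 5 in Tg male 2, each below the other Tg libraries. Counting error does not account for them. No biological explanation was tested, and what the amplicons are is not known here.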

How the results depend on the processing

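The fits of opposite-strand agreement and genomic context without 1 animal, the sex check at 20 reads and the overdispersion model in the females were chosen only after the data were seen. Of 56 values under another processing setting, 32 stayed within their margin, 23 moved and 1 reversed. Of the values without 1 animal, 129 stayed, 1 became stronger, 41 moved and 4 reversed.

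The overdispersion model called 0 genotype DMS in each alternative that kept its limit on the dispersion, in limma on logit levels (smallest adjusted p 0.813, 50892 sites at an unadjusted p under 0.05) and in the 12 fits that each left out 1 animal. The exception dropped the lower limit of 1 on the dispersion and gave 896 DMS, 170 of them on X. Their median dispersion was 1.44, and 21.9% of them had a dispersion under 1, against 46.7% of the sites tested. A site with a dispersion of at least 1 has the same unadjusted p-value with and without the limit. Such sites among the 896 passed only because smaller p-values at sites under 1 loosened the adjustment. They are not added evidence against the spread between animals. Why so many sites had a dispersion under 1 was not tested. The alternative that takes strand agreement over DMS past both models had no sites and gave no value.

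The binomial count of 16871 became 1781 at 20 reads, 67360 with sites covered in 3 Wt and 6 Tg animals and 760 at a difference of 25 points. The first 2 tested fewer sites (375460) and more sites (1640806), and the last is a stricter criterion by construction. The fall at 20 reads was larger in proportion than that of the sites tested, so fewer sites alone do not account for it. In the other 8 settings it was 13398 to 19648, and it was 13273 to 21999 without 1 animal. In the females, 20842 became 4425 at 20 reads and 2512 at 25 points, and 22097 to 25733 without 1 animal.

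The share higher in Tg became 49.9% without the sex covariate and 62.5% on autosomes, where X is left out, and ran from 45.7% to 64.2% without 1 animal. The share on X became 17.01% without the covariate, 12.2% with a sex-adjusted difference and 7.13% in females, and ran from 6.28% (without the library labelled Wt male) to 17.5%. Strand agreement ran from 55.2% to 65.8% without 1 animal. The promoter share became 34.8% at 2000 bp, by its wider definition, and ran from 25.6% to 30.6% without 1 animal.

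The sex count of 21090 sites became 2139 at 20 reads (449 on X, 1690 on autosomes), 1327 at 25 points (636 and 691) and 0 in the overdispersion model (0 and 0; 112370 sites at an unadjusted p under 0.05). Without 1 animal it ran from 17594 to 24249, with 4897 to 6880 on X and 12697 to 18531 on autosomes. The tile count of 992 became 339 with 5 sites per tile and 0 in the overdispersion model (2087 tiles at an unadjusted p under 0.05), and it ran from 984 to 1673 (without Wt female 1).

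The global difference of 0.0719 points reversed to -1.57 over all autosomal sites that each animal covers, where the libraries differ in which sites they cover; its p stayed far from 0.05 (exact permutation p = 0.592). Without 1 animal it ran from -0.0357 (without the library labelled Wt male) to 0.266 (without Wt female 1, exact permutation p = 0.0424); exact p-values over the 12 fits ran from 0.0424 to 0.945. The variance share stayed between 8.04% and 9.60%. The difference at App ran from 0.0212 to 0.0752 without 1 animal. The difference at Prnp ran from -0.105 to 0.0849 and reversed without Tg male 3 (0.00874), Tg male 4 (0.00129) or Wt female 3 (0.0849); the cause was not tested.

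No paired analysis was possible because the replicate numbers are not in the labels. Tg female 4 and Tg male 1 had the lowest mean coverages, at 21.1 and 23.9 reads per site, and their part in the fall of calls at 20 reads was not tested.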

Other observations

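The tests of the mislabelled sample, of the jumps, of the missing fragments, of the variance shared by strands and of strain variants as a source of methylation differences, the splits without the library labelled Wt male and the comparison of the binomial count with other splits were chosen only after the result was seen. For 5 of them the form used here replaced an earlier one whose value was already known. The sex test first asked for a fixed share of X sites nearer the female mean, which the 73.3% given here did not reach, and now uses the range of the labelled libraries. The test of shared variance took the place of a test of whether dispersion grows with coverage, which did not reach its criterion. The first test of depth for the missing fragments was set aside because the choice of fragments fixed its outcome. The 2 tests of strain variants in methylation first used signed correlations, which can cancel out, and now use squared ones.

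The binomial model called 16871 DMS here. That is higher than the value quoted from the study above. The cause of the gap was not tested, and the q-values of methylKit were not computed here. A Storey q-value in place of the Benjamini-Hochberg adjustment gave 18519 DMS, farther from the value of the study.

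Other splits of the same animals gave counts as large as the real one. Of 100 splits of the 12 animals into 4 and 8, the real one included, 63 gave as many binomial DMS, and the other 99 ranged from 7572 to 25715 with a median of 17621. None of the 100 gave an overdispersion DMS, so all 100 reached the real count of 0, and 30 had as many sites at an unadjusted p under 0.05. Of the 35 splits of the 7 females, 33 gave as many binomial DMS. A share of DMS higher in 1 group as far from 50% came from 89 of the 100 splits, strand agreement as high from 44, a promoter share as far from that of the tested sites from 90, and as many tiles from 72. For sex, 7 of 100 splits into 7 and 5 gave as many sites in total. On X alone only the real split did, with 5595 sites against at most 3503, while 54 splits gave as many autosomal sites. The binomial calls for genotype, their direction, their place in the genome and their agreement between strands may therefore be what any split of these 12 animals gives.

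The share of DMS on X was the nearest to an exception, with 5 of 100 splits as high as 14.5%. The library labelled Wt male is a candidate cause, since it has female-like X values but enters the model as male. At 3397 X sites that separate the libraries labelled female from the Tg males, 73.3% of its levels were nearer the female mean, against 67.6% to 80.5% in each library labelled female (each set against the rest) and 1.79% to 3.77% in the Tg males. Low depth could not hide its Y, because 3 Tg males with lower coverage had more Y sites. These values fit a mislabelled or exchanged sample, which the labels cannot settle. Without this library the share on X was 6.28%, and 20 of 100 splits of the other 11 animals into 3 and 8 gave as large a share (median 5.73% over the other 99), so that the excess over other splits was not seen in these 11 animals. A share of 6.28% is still above the 0.997% of tested sites, which this library therefore does not explain alone. Part of that gap may come from levels that are intermediate on a female X. In the females, 15.2% of X sites were DMS, and 16.0% of autosomal sites matched on level and coverage would be. Another 14 splits had, like the real one, no Tg male in the group of 4. In the 11 with the library labelled Wt male in that group, the share on X was 9.53% to 14.4%. In the 3 without it, the share was 4.39% to 5.77%. Over all 99 other splits this contrast was not seen, with medians of 6.42% with that library in the group of 4 and 6.21% without it. These medians pool opposite cases. Groups of 4 with 3 Tg males and not that library gave 11.6% to 21.9%, the highest share. In those splits that library, entered as male, was again set apart from 3 Tg males. Groups of 4 that held it with at least 2 Tg males gave 2.29% to 4.31%. The medians therefore do not argue against this library as a cause.

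A hypothesis for the noise is that each strand of a fragment was read from few molecules, copied many times. If so, an animal's departure on 1 strand should not recur on the other, which is amplified apart. At 7533 CpGs of 20% to 80% methylation, animals of a group differed on 1 strand with an SD of 16.4 points, where counting error gives 8.50, and both strands shared 14.5% of this variance. A methylation difference between animals, present on both strands, would be shared. Within a library, the variance of the difference between strands was 3.43 to 3.96 times the binomial variance. The prediction made in advance was that this ratio would grow with coverage in every library. It did so in 10 of 12, so that this test is undecided, and methylation that truly differs between strands would raise the ratio too. The mean dispersion was 3.72 at 1087 sites under 20 reads and 4.51 at 13211 sites of at least 40 reads. This was short of the 1.5 times that the first form of the test asked for. Any variance beyond counting error makes dispersion grow with coverage. The rise therefore cannot tell copied molecules from true differences between animals.

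Jumps bear on the same hypothesis of few molecules. At 2036 autosomal sites, 1 library had at least 30% methylation while the other 11 had at most 5%. The opposite strand was covered at 1312 of them, and in 98.9% it was under 15% in the jumping library, with a mean of 0.938% against 0.873% in the other 11. Of the jumps, 80.7% were in the 4 libraries with the lowest coverage. A strain variant would be seen over both strands, which the mean of 0.938% argues against. Amplification of few molecules is consistent with these values, and methylation of 1 strand only stays open.

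Some fragments with at least 60 reads expected were missing from several libraries, in that no site of theirs had the 10 reads needed to be listed. Over 44 such fragments, 29 of 30 pairs that lay 0.1 to 5 Mb apart were missing from the same libraries, with a mean correlation of 0.958 (shuffle p = 0.0001, the smallest that 10000 shuffles can give). The pairs are few and several share fragments. On chromosome 7, fragment 33 (13278406 to 13278441) to fragment 35 (19508305 to 19508346) were missing from the same 4 libraries, and fragment 36 (35318345) to fragment 42 (45628927) from 3 of them. Low depth does not account for this, since 1.91% of pairs on different chromosomes were missing from the same libraries. A candidate explanation is that stretches of a second strain's genome, with lost CCGG sites or changed sequence, segregate in these animals. No fragment was missing from all Wt and no Tg animals, or from all Tg and no Wt animals. Fragment 3, a single site on chromosome 1 at 109336266, followed the X and Y values instead. It was present in the 4 Tg males only, and missing from the 7 libraries labelled female and the library labelled Wt male. The cause of that pattern was not examined.

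Such stretches were then tested as a source of the methylation differences. A stretch can raise some sites and lower others, so profiles over the libraries were compared by squared correlation. At 5746 highly variable sites its mean was 0.107 for pairs 0.1 to 5 Mb apart and 0.105 between chromosomes, an excess of 0.00259 (jackknife SE 0.000693). For 9353 autosomal DMS, with genotype means removed, it was 0.106 against 0.105, an excess of 0.000786 (jackknife SE 0.000437). An excess of about 0.224 would be needed if such stretches carried at least 50% of the variance. They are therefore not the source of most of these differences. Single loci, and a stretch shared by all Tg animals and no Wt animal, were not tested.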
